A study of Mus musculus with 4 samples. Its data were reported in "The small and large intestine contain related mesenchymal subsets that derive from embryonic Gli1+ precursors" (2023).

How the data were processed

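Stromal cells of E12.5 mouse embryos were profiled by droplet single-cell RNA sequencing on the 10x Genomics Chromium platform, in 2 libraries of SI and 2 of LI. Groups and replicate numbers were taken from the sample titles in the repository labels. Those titles give embryonic stage and region, whereas some other labels of the same samples speak of adult tissue or of the colon. The stage and the region follow the titles, which the protocol text bears out. Per the labels, libraries were made with a 3′ or a 5′ kit, and which library used which is not stated, so a kit effect could not be examined. The authors aligned reads to the mouse genome build mm10 and counted UMIs per gene and cell barcode with Cell Ranger (3.1.0 per the file headers). The deposited values are raw UMI counts for 28692 listed genes, without normalization, for the barcodes that Cell Ranger called as cells. In the study these counts were then integrated with Seurat, and cell cycle scores were regressed out. The study also removed contaminating cells, a step whose exact cell list was not used here.

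Cells with at least 1000 detected genes and a mitochondrial share of UMIs under 10% were kept. Doublets were scored with Scrublet within scanpy 1.11.5, whose automatic threshold marked only 1, 15, 14 and 4 cells in LI replicates 1 and 2 and SI replicates 1 and 2. As this is too few for such loads, the cells with the highest scores were removed instead, at 0.8% per 1000 cells, which took out 332, 183, 231 and 348 cells. In Seurat 5.3.0 (R 4.3.3) each library was log-normalized, the libraries were integrated through anchors on 2000 variable genes, S and G2M scores were regressed out, and cells were clustered by the Louvain method at resolution 0.3 on 30 principal components. All *Hox* genes and all genes on the lists tested below were first taken out of the clustering genes, which left 1907. The mouse cell cycle genes were Seurat's own list with the letter case changed.

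Clusters were named from cell type markers fixed before the data were examined. The rule that applied them was set after the clusters were seen. A cluster was called after a class when at least 3 of its markers were among the cluster's 10 leading genes by fold (at 30 CPM or more, with 5 CPM added), and it stayed unnamed when 1 or 2 markers of another class were among them. Clusters with no such marker were called FB-like when at least 3 FB markers were detected in 10% or more of their cells. No cluster met the rule for pericytes, interstitial cells of Cajal, epithelium, endothelium, immune or erythroid cells, or for gastric, splenopancreatic or urogenital tissue. Differences from the study's clusters can come from these rebuilt names.

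Cells are not replicates, so raw counts were summed per library and class and compared across libraries. The main test was edgeR's (4.0.16) quasi-likelihood test with TMM normalization and its default filter on low counts, with Benjamini-Hochberg adjustment and calls at an adjusted p under 0.05. SI and LI were compared with 2 libraries each, separately in FB-like and mesothelial-like cells. The interaction of class and region, and the comparisons between classes or clusters, used library as a block. Standard errors of log2 fold changes were taken as the absolute log2 fold change over the square root of the F statistic. Log2 fold changes are SI over LI, or mesothelial-like over FB-like. CPM values are counts divided by the sum of the class in that library. Gene sets were tested with fry and camera in limma (3.58.1), and the 2 adult lists hold 88 and 61 genes with none in common, of which 88 and 58 were listed in the files. Shares of cells were compared with 2-sided exact permutation tests and given 95% Wilson intervals, and cells were thinned to 3000 UMIs, or 2000 as an alternative, before detection or cell cycle phase was compared. Where a region had 0 UMIs of a gene, a floor of 3 UMIs was used for the fold bound. Figures and tables were made with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. Gene positions come from the GENCODE annotation of the same genome build, in which 28339 of the 28692 listed gene identifiers were found.

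The tests, gene lists, markers and the rule for naming genes were fixed before the data were examined, as were most alternatives. For each class, the rule named the 5 called genes with the largest fold change in either direction that had an average log2 CPM over 5 and no overlap between regions, which 95 genes in FB-like and 68 in mesothelial-like cells satisfied. It also named the listed *Hox*, epithelial support, precursor and adult subset genes, the 3 genes with the smallest adjusted p of each adult list, and the 5 with the smallest adjusted p in the interaction. 1 gene that the rule named is not reported here.

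Tests were tried on simulated counts drawn from the real means and library sizes with 200 genes changed. edgeR recovered 77% of these in the comparison of regions in FB-like cells (13685 genes), 62.5% in mesothelial-like cells (10434 genes), 71.5% for the interaction (13140 genes), 88% between classes (12865 genes) and 91.5% between FB-like clusters (12763 genes). In those simulations 13, 5, 7, 13 and 23 unchanged genes were called. DESeq2 (1.42.0) recovered 71%, 48%, 59.5%, 86.5% and 80.5%. The set test found a shifted list in 20 of 20 draws and called 0 unshifted lists.

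Alternatives were DESeq2's Wald test, DESeq2's size factors within edgeR, no filter on low counts, the replicate number as a block, sums thinned to equal totals, G1 cells alone, equal numbers of cells from each FB-like cluster, all kept cells pooled, doublets kept, a minimum of 500 genes, a mitochondrial limit of 5%, no integration, no regression of the cell cycle, Louvain resolutions of 0.15 and 0.6, and each library left out in turn. With 2 libraries per region, leaving out 1 leaves an arm with a single library, so those fits give fold changes for the region and interaction comparisons but no calls. Added after the data were seen were fits with SMC-like cells included or alone, without the cluster led by histone genes, with unnamed mesenchymal clusters included, with all class sums thinned to a single total, and with free FB RNA subtracted from mesothelial-like sums at the share given by *Pdgfra*, and the use of equal cells per cluster for the interaction and the class comparison. The sum of FB-like cells ranged from 17435571 to 29830449 UMIs and that of mesothelial-like cells from 1568681 to 2988553 UMIs, which makes small changes harder to detect in the latter. Whether libraries came from male or female embryos was not labelled, and *Xist* and *Ddx3y* were both found in every library (*Xist* at 248, 828, 300 and 593 CPM and *Ddx3y* at 59.1, 38.6, 59.7 and 47.9 CPM in FB-like cells of LI replicates 1 and 2 and SI replicates 1 and 2), so each pooled both sexes in differing amounts.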

Results

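To compare intestinal stroma along the length of the gut before birth, single-cell RNA sequencing was performed on mesenchymal stromal cells (MSC) and mesothelium of mouse embryos at embryonic stage E12.5. The 4 libraries came from the small intestine (SI, 2 libraries) and from the large intestine including the cecum (LI, 2 libraries). Each region was sampled in 2 separate experiments that pooled several embryos. Cells had been sorted as live, positive for yellow fluorescent protein (which these mice carry) and for β1 integrin, and negative for CD45, Ter119, CD31 and EpCAM, which mark leukocytes, erythroid cells, endothelium and epithelium. LI replicate 1 held 6785 cell barcodes with 31630548 unique molecular identifiers (UMIs, which count single captured transcripts), and LI replicate 2 held 5151 barcodes with 49793211 UMIs. SI replicate 1 held 5668 barcodes with 52160160 UMIs and SI replicate 2 held 6881 barcodes with 62886525 UMIs. After filtering, 22094 cells were kept, 10709 from LI and 11385 from SI. LI replicate 1 was the shallowest library, with a median of 4216 UMIs per kept cell. The medians were 8776 in LI replicate 2, 8841.5 in SI replicate 1 and 8390 in SI replicate 2.

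Clustering gave 11 clusters. Clusters 0, 2, 3 and 4, with 12743 cells in all, were named fibroblast (FB)-like and cluster 5, with 1329 cells, mesothelial-like, and these classes entered the comparisons below. The leading genes of cluster 5 were *Upk3b*, *Krt19*, *Krt7*, *Upk1b* and *Podxl*. Among the FB-like clusters, cluster 0 was led by *Pitx1* and *Igfbp5*, cluster 2 by histone genes, cluster 3 by *Adamdec1* and *Bmp3*, and cluster 4 by *Anxa2* and *Tac2*. The FB-like cells gave sums of 17435571 UMIs in LI replicate 1, 26745111 in LI replicate 2, 26585518 in SI replicate 1 and 29830449 in SI replicate 2. The corresponding sums over mesothelial-like cells were 2988553, 2625213, 2263554 and 1568681 UMIs, so that smaller differences went undetected in that class. Of kept cells, FB-like clusters 0, 2, 3 and 4 made up 33.8% ± 1.05 (SD, n = 2), 12.7% ± 2.70, 8.43% ± 1.34 and 7.39% ± 0.0811 in LI against 19.1% ± 1.90, 14.5% ± 7.03, 10.1% ± 1.20 and 9.51% ± 2.30 in SI, so that cluster 0 weighed more in the LI sums. Left out of both classes were a smooth muscle cell (SMC)-like cluster, a neural-like cluster and 4 clusters without a name. The SMC-like cluster 1 made up 16.6% ± 2.00 of kept LI cells and 27.8% ± 3.17 of kept SI cells. Unnamed cluster 6 made up 4.97% ± 0.611 of LI and 6.89% ± 1.05 of SI cells, and neural-like cluster 7 made up 3.70% ± 1.18 of LI and 5.03% ± 0.263 of SI cells. Unnamed clusters 8, 9 and 10 held 1.87% ± 0.767, 0.960% ± 0.362 and 1.70% ± 2.27 of LI cells against 1.19% ± 1.10, 1.64% ± 0.147 and 0.141% ± 0.131 of SI cells.

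The UMIs of FB-like cells were summed per library, and the 2 SI sums were tested against the 2 LI sums. Of 13887 genes tested, 524 differed between the regions at an adjusted p under 0.05 in edgeR's quasi-likelihood test. Transcription was higher in SI for 154 of these and higher in LI for 370. With the further demand of an absolute log2 fold change over 1.5, 364 genes remained, of which 88 were higher in SI and 276 in LI. In all 524 genes both libraries of one region lay above both of the other. This was also true of 49.8% of all tested genes, where chance alone gives 1 in 3. Across the alternatives the count ran from 180, in SMC-like cells alone, to 1516 without the filter on low counts. With equal cells of each FB-like cluster in every library it was 484. Replicates of a region differed by more than sampling noise. The chi-square per degree of freedom was 41.4 between the LI sums and 26.2 between the SI sums. The sums of a region were thus not copies of each other, which alone does not show that their cells were separate.

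Among called genes with an average log2 CPM over 5, the largest differences towards LI were in *Pitx1*, *Hoxd11*, *Hoxd10*, *Hoxa10* and *Hoxd9*. *Pitx1* (ENSMUSG00000021506, chromosome 13, 55825051 to 55836192 in mm10) gave 3311 and 3845 UMIs in the LI sums against 0 and 1 in the SI sums. The LI level was 9138 times the SI level, with a 95% counting interval from 1640 to 360972. Its edgeR adjusted p was 1.7e-05, and its exons share bases with those of *Gm28760*, so that its counts are uncertain to that extent. *Hoxd11* (ENSMUSG00000042499, chromosome 2, 74679557 to 74687016) had 218 ± 12.7 CPM (UMIs scaled to a common library sum; mean ± SD, n = 2) in LI and 0.239 ± 0.231 CPM in SI, a log2 fold change of −9.61 ± 0.41 (SE) with an edgeR adjusted p of 4.0e-05. *Hoxd10* had 130 ± 11.2 against 0.151 ± 0.213 CPM, *Hoxa10* 215 ± 40.0 against 0.723 ± 0.969 CPM and *Hoxd9* 179 ± 49.5 against 0.886 ± 0.881 CPM, with log2 fold changes of −9.49 ± 0.51, −8.01 ± 0.70 and −7.47 ± 0.56. The size of these values rested on the few UMIs in SI replicate 2. Without it *Pitx1* and *Hoxd10* had 0 UMIs in SI and were at least 1435-fold and 1170-fold higher in LI. *Hoxd11*, with 2 UMIs left in SI, was then 2869 times the SI level (95% counting interval 794 to 23697) and *Hoxa10*, with 1, was 5883 times (1056 to 232400), and *Hoxd9* had a log2 fold change of −9.21.

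Above the same limit on CPM, the largest differences towards SI were in *Aldh1a2*, *Alcam*, *Sfrp1*, *Angptl1* and *Hoxb4*. *Aldh1a2* (ENSMUSG00000013584, chromosome 9, 71215789 to 71296243) rose from 36.6 ± 19.0 CPM in LI to 285 ± 64.0 CPM in SI, a log2 fold change of 3.12 ± 0.35 with an edgeR adjusted p of 0.00266. It was 3.73 without LI replicate 2. *Alcam* (ENSMUSG00000022636, chromosome 16, 52248996 to 52454074) rose from 14.5 ± 7.91 to 95.9 ± 38.3 CPM, a log2 fold change of 2.87 ± 0.39 that became 3.54 without LI replicate 2. *Sfrp1* rose from 104 ± 9.66 to 535 ± 93.4 CPM, *Angptl1* from 11.9 ± 2.47 to 56.2 ± 4.52 CPM and *Hoxb4* from 28.2 ± 4.95 to 124 ± 23.4 CPM. Their log2 fold changes were 2.52 ± 0.21, 2.39 ± 0.21 and 2.29 ± 0.21.

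The *Hox* genes encode transcription factors that pattern the body axis, and the study reports some of them among the differences between adult SI and colon. Of 39 listed *Hox* genes, 36 had enough counts to be tested in FB-like cells. The test called 31 of them over all genes and 33 when adjusted over the list alone. All 9 tested genes of paralogue groups 10 to 13 and all 4 of paralogue group 9 were called and higher in LI. Of the 23 tested genes of groups 1 to 8, 13 were called higher in SI and 5 higher in LI. By genomic cluster, all 9 *Hoxd* genes were higher in LI, and among the 9 *Hoxb* genes 7 were called higher in SI and 1, *Hoxb9*, higher in LI. *Hoxa* gave 2 calls towards SI and 5 towards LI of 11, and *Hoxc* gave 4 and 3 of 7. The called genes had the same directions with DESeq2's size factors in place of TMM and with sums thinned to equal totals. For 6 of the 36 genes, *Hoxd3*, *Hoxd4*, *Hoxa2*, *Hoxa3*, *Hoxc10* and *Hoxc5*, exons share bases with another listed gene on the same strand, and *Hoxb2* and *Hoxb5* overlap antisense genes. The counts of these genes are uncertain for that reason.

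**Figure D1:**
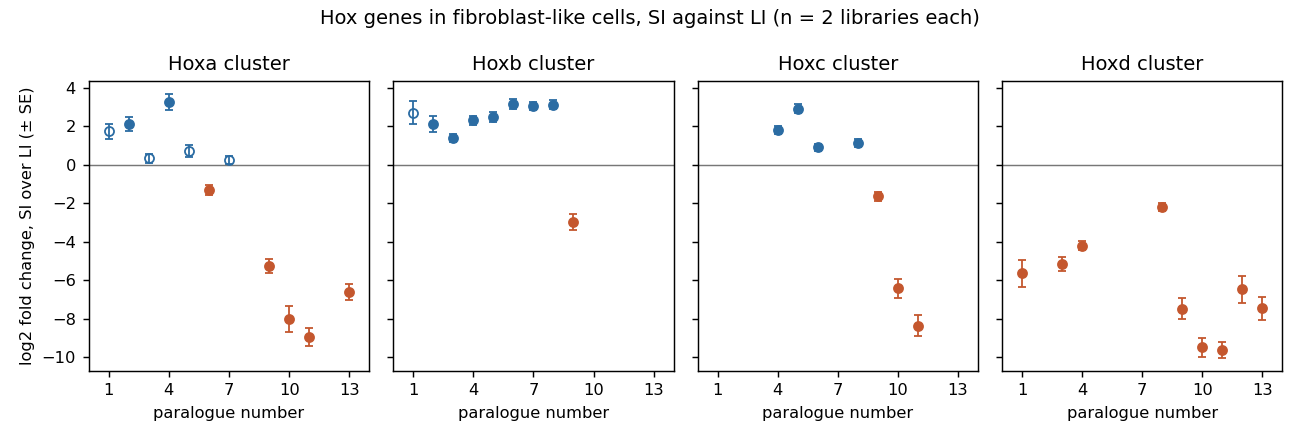
Log2 fold changes (SI over LI, ± SE) of the 36 tested *Hox* genes in FB-like cells against paralogue number, 1 panel per genomic cluster, with filled points for genes called at an adjusted p under 0.05 over all genes, blue for higher in SI and orange for higher in LI. All points from paralogue 9 upward lie below 0, as do all 9 *Hoxd* genes, under DESeq2's size factors too.

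To ask whether differences between the adult regions were already present at E12.5, 2 lists were tested as sets in FB-like cells, holding the genes that the study's supplement gives as higher in adult colon, or in adult SI, in both of its adult FB subsets. Those lists come from other samples than these. Of 88 genes on the adult colon list, 77 were tested. Their median log2 fold change was −0.58, 49 of them were higher in LI and 28 higher in SI, and 20 were called, 17 towards LI and 3 towards SI. In limma's fry, a 2-sided directional set test, p was 0.0134. Of 61 genes on the adult SI list, 41 were tested, with a median of 0.33, 27 higher in SI and 14 higher in LI. The test called 11 of them, 9 towards SI and 2 towards LI, and fry gave a p of 0.00685. Adjusted over both lists, each p was 0.0134, and with camera at an estimated correlation both lists also passed, with p of 0.0310 and 0.0355. *Hox* genes carried part of this. With the 8 tested *Hox* genes left out of the colon list its median was −0.14 and the fry p 0.0629, while the SI list without its 6 tested *Hox* genes gave 0.13 and 0.0196. Over all alternatives fry p ranged from 0.00399 to 0.0629 for the colon list. The colon list median was −0.26 without LI replicate 2 and −0.38 without SI replicate 1, and the SI list median 0.21 without SI replicate 1. On the colon list, 3 tested genes, *Pitx1*, *Hoxd13* and *Six2* (looked up after their values were seen), had at most 3 UMIs in a region. The median was unchanged with these at the low end of their counting interval. A median over 77 genes depends little on the size of 3 of them, so this check is weak. The genes with the smallest adjusted p on the colon list were *Pitx1*, *Hoxd11* and *Hoxd10*, described above. On the SI list they were *Hoxc5* (log2 fold change 2.91 ± 0.25), *Angptl1* and *Hoxb5* (2.47 ± 0.25).

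The study asks which FB supply BMP and WNT ligands and their antagonists to the epithelium, and 10 such epithelial support genes fixed in advance were compared between SI and LI in FB-like cells. Over all genes only *Grem1*, which encodes a BMP antagonist, was called. It rose from 3.54 ± 1.41 CPM in LI to 18.8 ± 8.72 CPM in SI, a log2 fold change of 2.59 ± 0.41 with an edgeR adjusted p of 0.0131, and the fold change was 1.98 without SI replicate 1. Adjusted over the list alone 5 genes were called, *Grem1* and *Bmp3* (1.08 ± 0.28) towards SI and *Wnt5a* (−0.86 ± 0.19), *Wnt5b* (−0.74 ± 0.19) and *Bmp1* (−0.66 ± 0.19) towards LI. At an unadjusted p under 0.05 there were 6, the other being *Bmp4* (−0.41 ± 0.17). *Bmp2*, *Bmp5*, *Bmp7* and *Wnt4* did not differ by more than the spread between replicates. *Wnt5a*, *Bmp4* and *Bmp5* overlap antisense genes. In G1 cells the fold change of *Bmp3* was −0.13. The count over all genes rose to at most 4 in the alternatives, with DESeq2's Wald test, without the filter on low counts and with the replicate number as a block. *Grem1* passed over all genes in all 19 alternatives and *Wnt5a* in 9 (adjusted p from 0.000765 to 0.109). *Bmp3* passed in 4, *Wnt5b* in 3 and *Bmp4* in 1.

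A list of 11 precursor genes fixed in advance, which joins markers that the study uses to follow mesothelial cells and hedgehog-responsive MSC with further hedgehog pathway genes, gave 0 calls between the regions in FB-like cells, over all genes as well as adjusted over the list alone. *Wt1* alone had an unadjusted p under 0.05, with 18.8 ± 2.36 CPM in LI and 10.7 ± 1.34 CPM in SI (log2 fold change −0.66 ± 0.20, edgeR adjusted p 0.130). Its adjusted p ran from 0.0394 to 0.645 over 19 alternatives and passed in 2, with SMC-like cells included or alone. Of 4 genes that mark adult FB subsets in the study, 0 were called over all genes, and 1, *Igfbp5*, when adjusted over the list alone (−1.26 ± 0.28, edgeR adjusted p 0.0509 over all genes). *Igfbp5* and *Fgfr2* (0.62 ± 0.25) had an unadjusted p under 0.05. The count of 0 over all genes depended on the setting, as *Igfbp5* passed in 13 of 19 alternatives (adjusted p from 5.4e-08 to 0.146) and *Fgfr2* in 1, without the filter on low counts (from 0.0331 to 0.838). *Fgfr2* shares exon bases with *Ctbp2*.

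Mesothelial-like cells were compared between SI and LI in the same way. Of 10666 genes tested, 154 were called, 72 higher in SI and 82 higher in LI, and 103 of these exceeded an absolute log2 fold change of 1.5, 45 towards SI and 58 towards LI. Dropping the filter on low counts raised the count to 428, and the replicate number as a block raised it to 782, of which 464 were higher in SI and 318 higher in LI. *Hoxd11* gave 448 and 395 UMIs in the LI sums and 0 in both SI sums, which makes it at least 192-fold higher in LI (edgeR adjusted p 6.5e-07), or at least 113-fold without SI replicate 2. *Hoxa10* was 187 times the SI level (95% counting interval 63.7 to 908) and *Hoxc10* 86.0 times (29.2 to 419), each with 3 UMIs over both SI sums. *Hoxd9* had 67.7 ± 26.8 against 1.91 ± 2.70 CPM (log2 fold change −5.31 ± 0.61) and *Hoxa9* 108 ± 2.42 against 7.58 ± 8.22 CPM (−3.92 ± 0.46). All UMIs of *Hoxa10*, *Hoxc10* and *Hoxd9* in SI came from SI replicate 2, without which they were at least 110.3-fold, 50.8-fold and 52.0-fold higher in LI, and the log2 fold change of *Hoxa9* was −5.82. Among called genes with an average log2 CPM over 5, the largest differences towards SI were in *Hoxb7* (2.92 ± 0.27), *Hoxb2* (2.54 ± 0.38, or 3.54 without LI replicate 2), *Lum* (2.51 ± 0.27), *Hoxc8* (2.05 ± 0.24) and *Wisp1* (1.96 ± 0.22). *Lum* (ENSMUSG00000036446, chromosome 10, 97565128 to 97572703) had 53.0 ± 16.7 CPM in LI and 287 ± 96.8 CPM in SI.

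Of 30 *Hox* genes tested in both classes, 29 had the same direction in both, the exception being *Hoxa5*, which was not called in FB-like cells. Of these, 20 were called in mesothelial-like cells and 19 in both classes, all 19 with the same direction. Over all genes, 77 were called in both classes and 72 of them had the same direction. Of 152 mesothelial calls that were also tested in FB-like cells, 131 had the same direction there.

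Whether the difference between SI and LI itself differed between the classes was tested as an interaction, with library as a block. Of 13349 genes tested, 678 were called. The log2 fold change of SI over LI was shifted upward in mesothelial-like relative to FB-like cells in 247 of these and downward in 431, whatever the size of the difference in either class. DESeq2's Wald test moved the count of interaction calls the most, to 187. Of the 678 calls, 168 had an absolute interaction over 1.5 on the log2 scale. Of these, 94 were shifted upward and 74 downward, so the majority direction was the reverse of that among all calls. Among the genes with the smallest adjusted p were *Igfbp5*, *Peg3*, *Aldh1a2* and *Postn*. In FB-like cells *Igfbp5* (ENSMUSG00000026185, chromosome 1, 72857932 to 72874884) fell from 562 ± 156 CPM in LI to 211 ± 82.0 CPM in SI, and in mesothelial-like cells it went from 296 ± 83.6 to 477 ± 190 CPM, an interaction of 1.98 ± 0.10 on the log2 scale (edgeR adjusted p 2.5e-12). *Peg3* fell from 445 ± 9.79 to 222 ± 11.4 CPM in the former and rose from 400.0 ± 84.0 to 860.0 ± 37.9 CPM in the latter (2.01 ± 0.11). *Aldh1a2* was higher in SI in both classes, by less in mesothelial-like cells (341 ± 92.1 against 582 ± 75.2 CPM; −2.34 ± 0.14). *Postn* fell from 45.1 ± 2.12 to 19.2 ± 6.34 CPM in FB-like cells and rose from 56.4 ± 17.3 to 148 ± 24.7 CPM in mesothelial-like cells (2.55 ± 0.17). Of 650 called genes that were tested in both classes, 417 had opposite directions in the classes, but in only 5 of these was the region difference called in both. These 5, singled out after their values were seen, were *Peg3*, *Postn*, *Plxna4*, *Nrp1* and *Cnn1*. *Plxna4* was higher in LI in FB-like cells (log2 fold change −3.19 ± 0.38) and higher in SI in mesothelial-like cells (2.43 ± 0.52), whereas *Nrp1* (1.02 ± 0.21 and −1.15 ± 0.26) and *Cnn1* (1.09 ± 0.24 and −2.09 ± 0.46) went the other way.

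**Figure D2:**
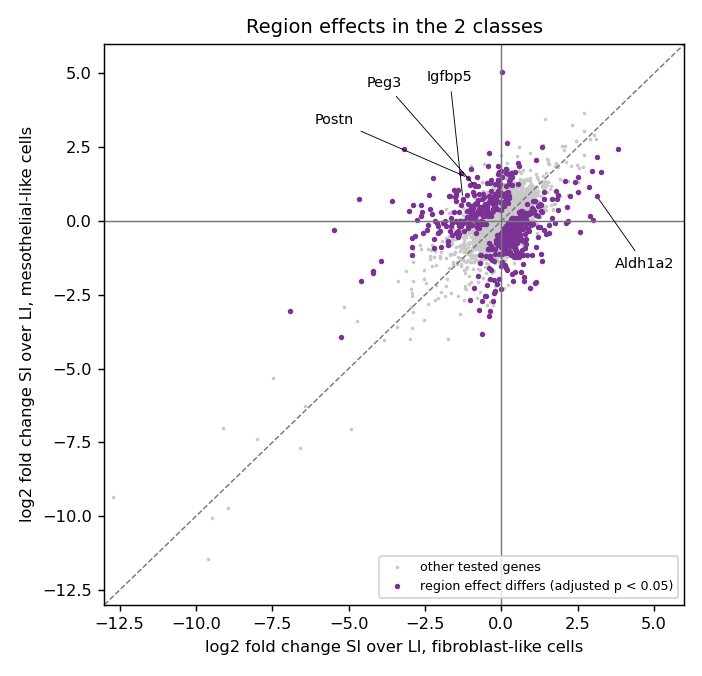
Log2 fold changes of SI over LI for genes tested in both classes, in FB-like cells on the horizontal and in mesothelial-like cells on the vertical axis, with genes called in the interaction test in purple, other tested genes in grey and equal effects on the dashed line. *Igfbp5*, *Peg3* and *Postn* lie left of 0 and above it, and *Aldh1a2* lies below the dashed line.

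To place the precursor genes, which were held out of the clustering, mesothelial-like sums were compared with FB-like sums of the same libraries. Adjusted over the list alone 8 of the 11 genes were called, 4 higher in each class, and 7 were called over all genes. *Dpp4* had 146 CPM in mesothelial-like and 2.32 CPM in FB-like cells on average over the 4 libraries (log2 fold change 5.85 ± 0.23, edgeR adjusted p 1.7e-07), *Wt1* 241 and 14.8 CPM (4.05 ± 0.14) and *Pdpn* 38.5 and 7.22 CPM (2.40 ± 0.18). *Pdgfra* went the other way, with 3.11 CPM in mesothelial-like and 95.4 CPM in FB-like cells (−4.87 ± 0.23). *Gli3* (−0.79 ± 0.18) and *Ptch1* (−0.47 ± 0.12) were also lower in mesothelial-like cells. *Cd34* was higher there (1.20 ± 0.42, edgeR adjusted p 0.0460), but its adjusted p lay between 0.0229 and 0.333 over the alternatives, and it was no longer called without LI replicate 1, LI replicate 2 or SI replicate 2, with a fold change of 0.73 in the second case. *Itgb1* (−0.23 ± 0.09) was called over the list alone, and passed over all genes in 9 of 20 alternatives (adjusted p from 0.0107 to 0.242). Without LI replicate 1 both *Itgb1* and *Hhip* (−0.91) passed over all genes. In the main fit *Gli1* (−0.17 ± 0.15), *Gli2* (0.23 ± 0.16) and *Hhip* (−0.44 ± 0.25) did not differ by more than the spread between libraries. For *Hhip* this depended on the setting, as it passed over all genes in 5 of 20 alternatives (adjusted p from 0.00113 to 0.524). *Gli1* passed in 1 of 20 and *Gli2* in 0. *Pdgfra*, *Dpp4*, *Cd34* and *Gli1* overlap antisense genes.

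The same genes were then compared between each FB-like cluster and the other FB-like clusters, and 29 of the 44 tests were called, adjusted over genes and clusters. In cluster 4, *Wt1* (log2 fold change 3.18 ± 0.14), *Dpp4* (1.63 ± 0.25) and *Cd34* (1.28 ± 0.38) were higher, and *Hhip* (−4.96 ± 0.25), *Gli1* (−2.25 ± 0.22), *Ptch1* (−2.11 ± 0.10), *Pdpn* (−1.87 ± 0.26) and *Pdgfra* (−0.76 ± 0.07) were lower. *Wt1* averaged 62.6 ± 28.2 CPM (SD, n = 4) in this cluster and 8.36 ± 2.82, 9.79 ± 4.78 and 0.541 ± 0.578 CPM in clusters 0, 2 and 3. *Cd34* was near the floor, with 1.3 and 2.2 CPM in LI and 1.4 and 3.9 CPM in SI replicates 1 and 2 of cluster 4. It was higher in cluster 0 in LI replicate 1 (1.8 CPM) and in cluster 3 in LI replicate 2 (2.9 CPM). In cluster 3 the order was the opposite for hedgehog targets, with *Hhip* (2.95 ± 0.16), *Ptch1* (1.5 ± 0.09) and *Gli1* (1.33 ± 0.14) higher together with *Pdpn*, *Pdgfra* and *Itgb1*, and *Wt1* (−5.40 ± 0.40), *Dpp4* (−1.53 ± 0.40) and *Gli3* (−0.35 ± 0.10) lower. Cluster 0 had 7 genes lower and 0 higher, with 0 higher at an unadjusted p under 0.05 as well, and cluster 2 had 3 higher and 2 lower. The call count stayed between 25 and 30 when each library was left out in turn. Without integration, where 1 FB-like cluster had enough cells in every library, 9 of 11 tests were called. Clusters then split by library, even within LI, where FB-like clusters held 3790 and 100, or 38 and 2046, cells of replicates 1 and 2. The SMC-like cluster then held 3 and 289 cells of LI and 106 and 2281 of SI replicates 1 and 2. The FB-like class without integration can thus hold SMC-like cells.

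**Figure D3:**
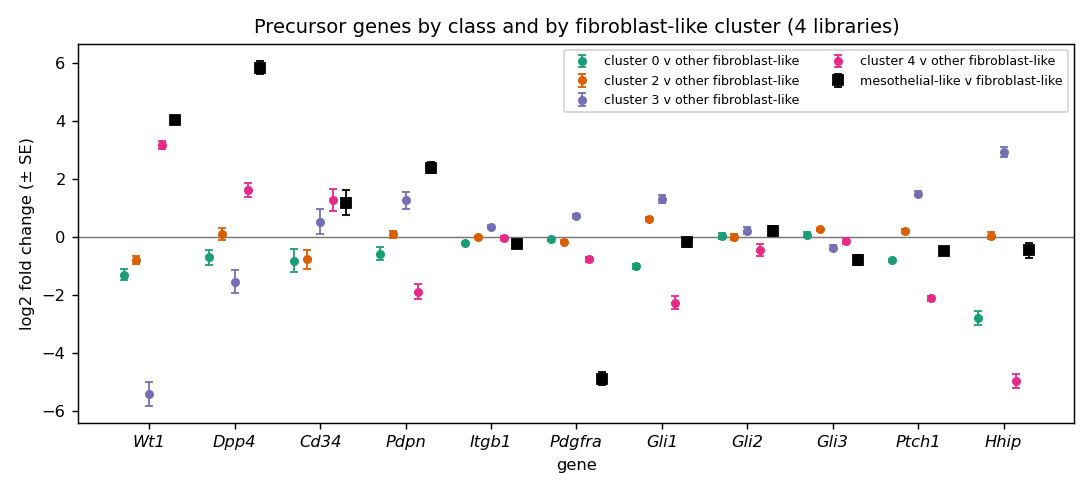
Log2 fold changes (± SE) of the 11 precursor genes, for each FB-like cluster against the other FB-like clusters (circles) and for mesothelial-like against FB-like cells (black squares), over 4 libraries. In cluster 4 *Wt1* lies at 3.18 and *Hhip* at −4.96, and in cluster 3 they lie at −5.40 and 2.95.

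Shares of cells were compared between the regions with an exact permutation test, which with 2 libraries against 2 cannot give a p below 0.333. Of FB-like and mesothelial-like cells together, mesothelial-like cells made up 14% (95% Wilson interval 13 to 15) in LI replicate 1, 7.97% (7.06 to 8.99) in LI replicate 2, 9.06% (8.09 to 10.1) in SI replicate 1 and 5.05% (4.37 to 5.84) in SI replicate 2. The mean was 11% ± 4.26 (SD, n = 2) in LI and 7.05% ± 2.83 in SI, with an exact permutation p of 0.667. At Louvain resolution 0.15 and without integration both LI libraries lay above both SI libraries, with an exact permutation p of 0.333. Without integration LI replicate 2 (5.961%) and SI replicate 1 (5.958%) were all but equal. After thinning each cell to 3000 UMIs, at least 2 mesothelial markers were found in 71.2% (67.4 to 74.8) of the mesothelial-like cells of LI replicate 1, against 85.0% (79.9 to 89.0), 87.1% (82.5 to 90.6) and 90.6% (85.3 to 94.1) in the others. The markers thus did not separate the class alike in all libraries, and no difference between the regions is read from these shares. The shares of FB-like cells in S or G2M phase at 3000 UMIs were 59.9%, 45.4%, 74.3% and 55.8% in LI replicates 1 and 2 and SI replicates 1 and 2. The regional means were 52.7% ± 10.2 and 65.1% ± 13.1, a difference of 12.4 percentage points, and the libraries of the regions overlapped (exact permutation p 0.667). In this step 726, 98, 37 and 51 FB-like cells with fewer UMIs were left out, and without thinning the regional means were 49.1% ± 6.59 and 65.3% ± 13.6. Both SI libraries (74.9% and 55.8%) then lay above both LI libraries (53.8% and 44.5%), with the smallest p this test can give, 0.333.

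**Figure D4:**
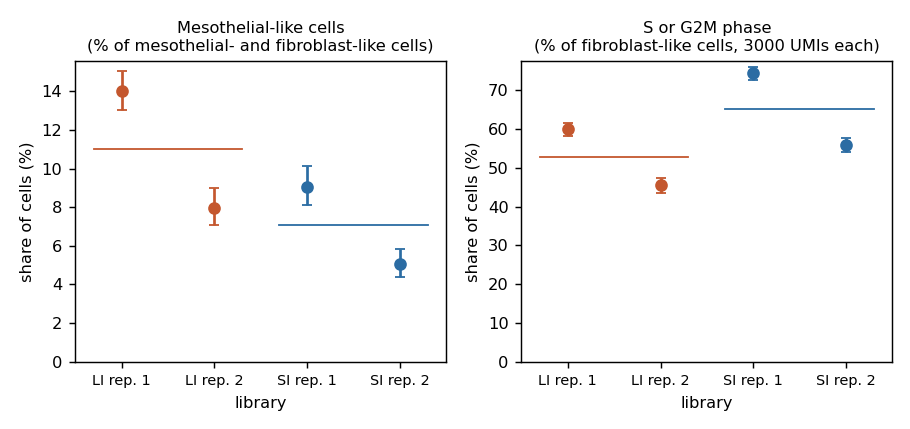
Share of mesothelial-like cells (left, in percent of mesothelial-like and FB-like cells) and of FB-like cells in S or G2M phase (right, in percent, at 3000 UMIs per cell) in each library, with 95% Wilson intervals as bars and regional means as lines, LI in orange and SI in blue. In both panels the libraries of LI and SI overlap.

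*Gli1* transcripts, which the study describes as sparse yet found in embryonic mesothelial cells and PDGFRα^+ MSC, were sought in each class at 3000 UMIs per cell. A *Gli1* UMI was found in 619 of 11831 FB-like cells, or 5.23% (95% Wilson interval 4.85 to 5.65), in 68 of 1228 mesothelial-like cells, or 5.54% (4.39 to 6.96), and in 442 of 4770 SMC-like cells, or 9.27% (8.48 to 10.1). Neural-like cells, taken as background after the clusters were seen because no epithelial-, endothelial- or immune-like cluster was found, had a *Gli1* UMI in 7 of 937 cells, or 0.747% (0.362 to 1.53). Over all libraries together, the intervals of the FB-like and mesothelial-like shares lay above the background interval. Within each library this held for FB-like cells, whereas the mesothelial-like interval overlapped the background in SI replicate 1 (2.07 to 6.83 against 0.419 to 3.55) and SI replicate 2 (0.919 to 5.89 against 0.490 to 3.19), and 44 of the 68 mesothelial-like cells with a *Gli1* UMI came from LI replicate 1. Median depths before thinning were 7778 UMIs in FB-like, 6440 in mesothelial-like and 13799 in neural-like cells. Without thinning the shares were 12.1%, 11.3% and 2.19% in FB-like, mesothelial-like and neural-like cells. Average *Gli1* levels were 18.6 CPM in FB-like and 16.7 CPM in mesothelial-like cells, over the 4 libraries. Between libraries the thinned share of FB-like cells ran from 3.88% to 6.76%, and that of mesothelial-like cells from 2.35% to 7.86%. The intervals and floors given here cover counting error only.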

Values the study reported

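The study compared adult FB subsets between SI and colon rather than embryonic ones in these terms. It reported that PDGFRα^hi FB of the 2 adult organs differed in 698 genes and Fgfr2^+ FB in 716 genes. Of these, 149 genes were reported to differ in both subsets. *Gli1* transcripts were described as sparse in its single-cell data, without a value, yet as found in embryonic mesothelial cells and PDGFRα^+ MSC. In E12.5 embryos with a fluorescent *Gli1* reporter (EGFP), it reported EGFP in these 2 populations of SI and colon. Epithelial, endothelial and CD45^+ cells were reported to lack it.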

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

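The tests in this part were chosen after the results were seen, except the share of G2M cells in cluster 6 and the share of cells with urogenital markers in cluster 8, whose expected outcomes were written down beforehand.

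The region difference differed between the classes for 678 genes in the interaction test. These genes stand out because SI and LI differ from each other in another way, or by another amount, in mesothelial-like than in FB-like cells. Depth was weighed first, since mesothelial sums hold far fewer UMIs. With all class sums thinned to a single total, 653 of the genes could be tested and 229 stayed called, so depth is not the whole cause for those. The other 424 were no longer called, 423 of them with the same direction and with a median of 0.892 of their former log2 value, and for these depth cannot be told apart from a class effect because thinning also takes away power. The mix of FB-like clusters was weighed next. With equal cells of each FB-like cluster in every library, 483 of 675 tested genes stayed called. The remaining 192 kept their direction, all 192 of them, at a median of 0.875 of their former value, and fewer cells alone may have cost them the call. Free FB RNA in mesothelial droplets was weighed by taking away, per library, as much FB-like RNA as the mesothelial *Pdgfra* level allows (1.10% to 6.51% of the sum, from 2 to 14 UMIs). All 678 genes stayed called with their direction, at a median of 1.04 times their former value. Free FB RNA draws mesothelial-like levels towards FB-like ones, which mostly shrinks an interaction. Its removal could thus hardly lose calls, so the test does not decide whether such RNA had a part. A true difference between FB and mesothelium in how they respond to their region stays open, and was not tested beyond the interaction itself.

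The remaining items are clusters outside the FB-like and mesothelial-like classes, which were flagged because their cells entered neither class. For clusters 1, 7 and 9 only technical explanations were weighed. SMC-like cluster 1 held 4952 cells. Its 8 SMC markers lay at a median of 4.37 times the FB-like level, which the naming of the cluster already implies. FB droplets with free SMC RNA were weighed, since neural-like droplets of the same libraries take up the same free RNA. Per cell, these held a median of 1.499% of the UMIs by which cluster 1 exceeded FB-like cells. *Smtn* was the exception at 80.5%, and the next highest marker stood at 11.2%, so the set argues against free RNA. Neural-like cluster 7 held 959 cells with a median of 13620 UMIs, above the other clusters, so doublets with FB were weighed. Its FB markers had a median of 1.58% of the FB-like level, the highest 6.86%, and a doublet would need far more FB RNA. Unnamed cluster 9, led by *Cartpt*, *Stmn2* and *Tubb3*, held 287 cells. Its FB markers had a median of 1.54% of the FB-like level, the highest 25.5%, which also argues against doublets.

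Unnamed cluster 6 held 1315 cells and had *Epcam* among its leading genes, in a sort that excluded EpCAM-positive cells. *Epcam* stood at 51.3 CPM there, against 7.19 in FB-like and 32.0 in mesothelial-like cells. The other 7 epithelial markers had a median of 0.111 CPM and 0 of 7 exceeded 3 times the FB-like level, which argues against epithelial cells. Cells in G2M phase that did not merge with their own cluster are a candidate explanation, as 46.2% of its cells scored G2M against 26.1% of FB-like cells. A raised share was seen in each of the 4 libraries, but it leaves the *Epcam* level unexplained, and other dividing clusters could show it too, so this stays open.

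Unnamed cluster 8 held 336 cells and was led by *Foxd1*, *Shisa3* and *Foxc2*. Urogenital tissue in the dissection could give such cells. A urogenital marker UMI was found in 43 of 336 cells, or 12.8% (95% Wilson interval 9.64 to 16.8), against 0.228% of FB-like cells, and 4 of 5 urogenital markers were highest there, but so was 1 of 4 gastric or splenopancreatic markers. Most cells carried none of the markers, so the source cannot be told apart.

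Unnamed cluster 10 held 173 cells, of which 152 came from LI replicate 2, and had *Pf4*, *Afp* and *Hbb-bt* among its leading genes. Free RNA would spread liver transcripts over many droplets, yet all 905 *Afp* UMIs lay in 2 of 173 cells. Both of these 2 cells also carried *Alb*, *Apoa2* and *Fgb*, so that a few liver cells in the preparation are a candidate source of the liver genes. For the bulk of the cluster, damaged or nearly empty droplets of that library are a candidate explanation. Its cells of LI replicate 2 had a median mitochondrial share of 7.37% against 4.12% in the library's other cells, and a median of 3192.5 UMIs against 8943.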

How the results depend on the processing

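Chosen after the data were seen were the fits with SMC-like cells included or alone, without the histone-led cluster, with unnamed mesenchymal clusters included with all sums at a single total and with free FB RNA subtracted, and equal cells per cluster for the interaction and class comparisons. The 18 main results had 278 alternatives apart from leaving out a library, of which 244 kept their direction, side of the threshold and, for counts, a size within 1.5 times. The count of *Hox* calls, 31, was among those that kept within 1.5 times throughout. Unless a cause is given, the cause was not tested.

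For region calls in FB-like cells (524), the counts were 1516 without the filter on low counts, 270 over all kept cells, 280 at Louvain resolution 0.15 and 180 in SMC-like cells alone. Other cells enter the sums in the second and last of these, and fewer FB-like cells enter at resolution 0.15. For calls over 1.5 (364) they were 548, 204, 212 and 154 in the same order. DESeq2's size factors kept all 524 calls and DESeq2's Wald test 496 of them. The share of calls higher in SI, 29.4% in FB-like cells, was 47.7% without the filter, 39.6% with DESeq2's Wald test and 39.3% in G1 cells. Mesothelial calls (154) were 428 without the filter. Interaction calls (678) were 187 with DESeq2's Wald test, 416 in G1 cells, 402 at resolution 0.15 and 249 with all sums at a single total, where fewer UMIs entered. The share with a positive interaction was 36.4%, and 50.8% with DESeq2's Wald test and 43.3% with its size factors.

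Epithelial support calls over all genes (1) were 4 with DESeq2's Wald test or without the filter, 3 in G1 cells or without the histone-led cluster, and 2 with doublets kept, a minimum of 500 genes, a mitochondrial limit of 5% or no integration. Over the list alone (5) they were 3 in SMC-like cells alone. Precursor genes by class (8) gave 5 calls in G1 cells. By FB-like cluster (29 of 44) they gave 9 of 11 without integration, where clusters split by library and fewer were tested. The adult colon list no longer passed without its *Hox* genes (median −0.14, p 0.0629) or with doublets kept (−0.55, p 0.0526), with p from 0.00399 to 0.0629 over its alternatives. The difference in mesothelial share, −3.93 percentage points, was −10.1 at resolution 0.15, where the SMC-like cluster held 11060 cells in place of 4952. There and without integration (−3.09) both LI libraries lay above both SI libraries, with an exact permutation p of 0.333, the smallest this test can give. Without integration this rested on 5.961% in LI replicate 2 against 5.958% in SI replicate 1, and its FB-like class can hold SMC-like cells. *Gli1* detection rose without thinning to 12.1%, 11.3% and 2.19% in FB-like, mesothelial-like and neural-like cells, and was 3.28% in FB-like cells at 2000 UMIs, as more or fewer UMIs per cell were read.

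The replicate block, with the replicate number as a factor, gave 1011 FB-like region calls (39.7% higher in SI), 782 mesothelial calls (59.3% higher in SI) and 4 epithelial support calls. The labels do not say that a number marks a shared experiment, and there are only 2 pairs. Same-numbered libraries deviated together with r of 0.308 over genes in FB-like and 0.236 in mesothelial-like cells. The block was not run for the interaction, whose library block contains it. It changed the side of the threshold of neither adult list.

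With each library left out in turn, region and interaction fits have no calls, so the direction of the called genes was compared. All of those still tested kept it, from 511 to 524 in FB-like cells and from 153 to 154 in mesothelial-like cells. In all 524 and all 154 region calls, both libraries of one region lay above both of the other. Leaving out 1 library could thus hardly turn their direction, so for these calls the check says little. Of the 364 calls over 1.5, from 332 to 348 kept their direction and stayed over 1.5. All 678 interaction calls, 31 *Hox* calls (33 over the list alone) and 1 epithelial support call (5 over the list alone) kept theirs in the 4 fits. The *Hox* and epithelial support calls over all genes are among the 524, so this was nearly fixed for them as well. Precursor calls by class ran from 6 to 9 (6 to 8 over all genes) and by cluster from 25 to 30. The median of the adult colon list ran from −0.70 to −0.26 and of the adult SI list from 0.21 to 0.40. The difference in mesothelial share ran from −6.94 to −0.916 and that in cycling share from 3.15 to 21.7 percentage points, so neither is firm with 2 libraries per region.

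Single named genes gave 103 results with 1782 alternatives apart from leaving out a library, of which 1657 kept direction and side, 61 passed the threshold newly, 52 no longer passed it and 12 changed direction. Of 70 that passed over all genes, 50 passed in every alternative and 0 changed direction. The changes of direction were all in genes that were not called over all genes, although *Bmp3* was called over its list alone. In G1 cells they were *Hoxa3* (−0.0672), *Hoxa5* (−0.054), *Hoxa7* (−0.0067), *Bmp3* (−0.13), *Cd34* (0.10), *Ptch1* (−0.20) and *Gli1* between classes (0.12). *Cd34* also changed at resolution 0.15 (0.12), *Ptch1* with equal cells per cluster (−0.0304), without integration (−0.019) and in SMC-like cells (−0.13), and *Gli1* between classes without the histone-led cluster (0.0152). With a library left out, *Bmp5* ran from −0.43 to 0.28, *Pdpn* from −0.0266 to 0.80, *Cd34* from −1.13 to 0.43, *Gli1* between regions from −0.50 to 0.0199 and *Ptch1* from −0.14 to 0.19. Depth limits the mesothelial-like class most, where the simulated recovery of 62.5% was below that of FB-like cells.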

Other observations

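The tests in this part were chosen after the results were seen.

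*Wt1*, whose transcripts were highest in the mesothelial-like class, was also found in FB-like cluster 4. At 3000 UMIs per cell, 15.5% (95% Wilson interval 13.9 to 17.2) of its cells had a *Wt1* UMI, against 2.32%, 3.0% and 0.201% in FB-like clusters 0, 2 and 3. Such cells were not confined to cluster 4, as unnamed clusters 8 and 10 had 14.6% (44 of 301) and 7.63% (9 of 118). Free RNA from mesothelium would give all FB-like clusters a like low share, and these shares differ beyond counting error. Doublets with mesothelial-like cells would carry *Upk3b*, which 80.5% of the mesothelial-like *Wt1* cells had. Among the 282 *Wt1* cells of cluster 4, 0 had a *Upk3b* UMI, which allows a share of up to 1.06%. The study already reported *Wt1* transcripts at E12.5 in LI, in mesothelial cells and in cells of an FB cluster. It proposes that this FB cluster may have arisen from mesothelium shortly before, through a transition from epithelium to mesenchyme. These values leave open that some FB-like cells of cluster 4 likewise transcribe *Wt1* at E12.5. Whether cluster 4 matches the study's FB cluster, and whether such cells are related to mesothelium, was not tested here. In cluster 4 *Wt1* was higher in both LI libraries (64.1 and 102 CPM) than in both SI libraries (41.4 and 43.0 CPM), a difference that was not tested within the cluster.

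SI replicate 2 held a few UMIs of several posterior *Hox* genes in FB-like cells where SI replicate 1 held fewer. The counts were 42 against 1 for *Hoxa10*, 45 against 7 for *Hoxd9*, 52 against 10 for *Hoxc10*, 9 against 0 for *Hoxd10* and 12 against 2 for *Hoxd11*. The most posterior genes did not follow, with 0 against 1 for *Hoxd13* and 2 against 3 for *Hoxa13*, counts too low to tell the libraries apart. LI cells or their RNA in that library were weighed, and would bring *Pitx1* along. At the 0.654% of the LI level that *Hoxa10* had, 32.5 *Pitx1* UMIs were needed and 1 was found, and 42.5 *Hoxd11* UMIs were needed and 12 were found, with a Poisson p of 3.55e-08 or less for each. This argues against cells with the average LI profile as the whole cause. Cells from a part of LI with low *Pitx1*, or a dissection that reached further along the gut for that library, were not examined.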
